A study of Homo sapiens with 2 samples. Its data were reported in "Cooperation of cancer drivers with regulatory germline variants shapes clinical outcomes" (2019).

How the data were processed

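Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done in A673 cells, an established Ewing sarcoma cell line, with an antibody that the sample labels give as one against MYBL2 and the study's methods as one against its phosphorylated, activated form. The series holds 2 samples, 1 MYBL2 ChIP library and 1 input library of sheared chromatin without immunoprecipitation, so each group has 1 library and no replicate. No test between ChIP and input was made. Per the study's methods, the authors aligned single-end reads to the hg19 genome with Bowtie2 and called narrow peaks with MACS2, using the input as control. What an additional cleaning step of the list removed is not stated. The peak names run to 66964 and 10 of these numbers have no peak in the list.

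Each line of the deposited list is 1 peak. The authors' fold enrichment is a linear ratio of the fragment pileup at the summit to the local background that MACS2 derives from the scaled input. The deposited −log10 p and −log10 q come from the same caller, and the weakest peak had a q of 0.0493. The deposited score equalled 10 times the −log10 q with its decimals removed in all 66954 peaks. These values belong to the authors. They were used here to describe, rank and filter peaks within the list, to compare the best promoter peaks of gene lists, and to recover pileups and depth. The deposited coordinates were compared with the GRCh37 assembly, which has the hg19 coordinates, and 0 peaks lay beyond a chromosome end. Positions are given from 1.

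The read depth was recovered from the deposited values. MACS2 writes fold enrichment as (pileup + 1) / (background + 1) and p as the upper Poisson tail of the pileup. A whole-number pileup solved both for 66954 of 66954 peaks, with a largest misfit of 3.49e-05 in −log10 p, against at least 0.038 for the next whole number. The background had a floor of 3.45 fragments, held by 20.3% of peaks. All other backgrounds lay on steps of an input scaled by 0.933 (100% of peaks above the floor, against 6.64% by chance). With MACS2's preset human genome size of 2700000000 bp, the setting the authors state, and the smallest peak width, 164 bp, taken as the fragment length, the floor corresponds to about 56800000 ChIP reads and 60900000 input reads. Both totals rest on that fragment length. Intervals of a pileup are exact Poisson intervals at 95% and cover counting error only, since duplicate fragments are not independent molecules.

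Genes were the 20088 protein-coding and 18571 lncRNA genes of the GENCODE annotation lifted to GRCh37, with 193622 transcription start sites (TSSs) on chromosomes 1 to 22 and X. A promoter was the window of 1000 bp either side of any TSS of a gene, and a peak was at a promoter when at least 1 of its bases lay in such a window. Summits were placed in the canonical transcript of each gene. Peaks were shuffled 100 times within their chromosome, without assembly gaps, with bedtools 2.31.1. Shares have exact (Clopper-Pearson) binomial intervals at 95%.

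Gene lists, the tests of the report, their alternatives and the rule for named genes were fixed before the data were examined, except the G2/M against G1/S test of fold enrichment with its alternatives, and the alternatives for single named genes, which were chosen afterwards. The protein-coding lists matched on CpG, the motif ratios by peak strength and the tests of the other observations were also chosen afterwards, save those that part names as set out earlier. Some values given without a test, such as summit positions by gene feature and recovered pileups, were not planned either. The study's list of genes changed by MYBL2 knockdown was taken whole, and 72 of its 76 genes matched the annotation (30 that fell, 42 that rose), 12 of them through an older symbol. The lists of 50 G2/M and 50 G1/S genes were written from general knowledge. The knockdown genes shared 0 genes with either list. Neither list is complete, so this does not show that the knockdown genes act outside these phases. Lists were compared with two-sided Fisher's exact tests, best promoter peaks with two-sided permutation tests of the difference in medians (100000 resamples), and shares with 10000 random lists matched on promoter CpG observed/expected in 20 bins. Genes are not replicates, so these tests describe this 1 library. Motifs on either strand were sought within 50 bp of each summit and in windows centred 500 bp either side, with a two-sided exact McNemar test against the downstream window and Benjamini-Hochberg adjustment over 12 tests. Named genes were 13 genes of the study's text, the 5 peaks with the largest fold enrichment and the 5 promoter peaks with the largest fold enrichment.

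Alternatives were peaks with −log10 q of at least 5 or fold enrichment of at least 5, promoter windows of 500 bp either side or of 5000 bp upstream to 1000 bp downstream, the summit in the window, only the outermost TSS, protein-coding or CpG-rich (observed/expected of at least 0.6) genes only, merging within 100 bp, ranking by −log10 q, summit windows of 100 bp either side, and dinucleotide-shuffled windows. Functions were tested on simulated data. Simulated pileups were recovered in 100% of 1972 cases, a promoter share of 29.6% in 20000 peaks was recovered as 29.6%, and lists of 72 genes simulated with no difference gave p under 0.05 in 5.8% of runs. The simulated promoter peaks lay inside the windows and the others beyond any chromosome, so their recovery checks the code and not peaks at window edges. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0 and samtools 1.23.1 were used.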

Results

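To find where MYBL2, a transcription factor of the MYB family, sits on chromatin in Ewing sarcoma cells, the study profiled A673 cells by ChIP-seq with 1 MYBL2 library and 1 input library. By the study's methods the antibody was directed at the phosphorylated, activated form of MYBL2. The deposited list held 66954 peaks on 23 chromosomes, and no 2 of them overlapped. There were no replicates, so no value below has a replicate error. Peaks had a median width of 319 bp (range 164 to 23800 bp) and covered 34.9 Mb, or 1.23% of the ungapped genome. The authors' fold enrichment had a median of 3.79 and ranged from 1.54 to 64.9. The median −log10 q was 5.12. Requiring a fold enrichment of at least 5 moved the number of peaks most, to 16076. The pileup at the summit, recovered from the deposited values, had a median of 20 fragments and ranged from 11 to 293. Counting error on 20 fragments gives a 95% Poisson interval of 12.2 to 30.9 fragments, so small differences between weak peaks were not detectable at this depth.

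To place the peaks relative to genes, their overlap with annotated promoters was measured. Of the 66954 peaks, 22930 were at a promoter (34.2%, 95% binomial interval 33.9 to 34.6%). The same peaks shuffled within their chromosomes gave a mean of 8.07% (range 7.82 to 8.37% over 100 shuffles), a ratio of 4.24. The choice that moved the share most was a fold enrichment of at least 5, which gave 67.4%. A promoter peak was found for 16199 genes (41.9%), namely 59.4% of protein-coding genes and 22.9% of lncRNA genes. Olfactory receptor genes, a class that is mostly silent outside the nose, had a promoter peak in 3 of 400 genes (0.75%, interval 0.155 to 2.18%). This is not a false-positive rate for active promoters, since silent genes cannot show signal that follows transcription. By summit position, 62.5% of peaks lay in introns (53.3% of shuffled peaks), 22.39% were intergenic (43.0% shuffled) and 5.02% lay in 5′ UTRs (0.147% shuffled).

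The promoter share rose with peak strength. It was 18.3% (interval 17.3 to 19.2%) in the 6696 weakest peaks by fold enrichment and 87.3% (interval 86.5 to 88.1%) in the 6695 strongest, a difference of 69.1 percentage points. A promoter window of 5000 bp upstream to 1000 bp downstream moved this difference most, to 54.5 percentage points.

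**Figure D1:**
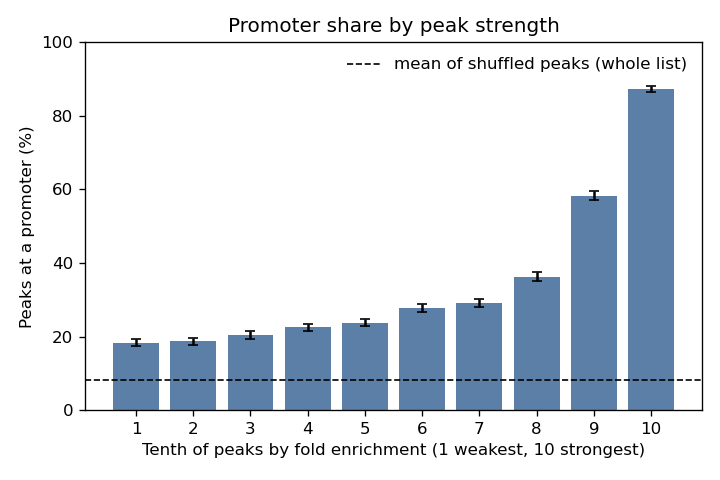
Share of peaks at a promoter (%) in 10 groups of equal size of the 66954 peaks ranked by fold enrichment, with exact 95% binomial intervals as error bars; the dashed line is the mean of shuffled peaks. The share goes from 18.3% in the weakest group to 87.3% in the strongest.

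The peak with the largest fold enrichment lay on chromosome 17 (GRCh37, 37617326 to 37618230) at the promoter of CDK12, outside the canonical transcript, with a fold enrichment of 64.9 and a pileup of 288 fragments (Poisson interval 255.7 to 323.3). The next was on chromosome 12 (120728424 to 120731491), spanned the small nuclear RNA genes RNU4-1 and RNU4-2 and was at no protein-coding or lncRNA promoter (fold enrichment 59.98). The third lay on chromosome 1 (17230749 to 17232365) over a lncRNA exon and overlapping CROCC (58.4). The fourth was at the DENR promoter on chromosome 12 (123237054 to 123237781, 54.6). The fifth was at the shared promoter of SCNM1 and LYSMD1 on chromosome 1 (151137849 to 151139178, 54.4). These were also the leading promoter peaks apart from the one at the small nuclear RNA genes. The promoter peak of CIAO3 on chromosome 16 (790726 to 791333, 53.2) completed the 5 strongest at promoters. The Poisson intervals of the fold enrichments ran from 57.7 to 72.8 for the first to 46.7 to 60.5 for the last, and differences between these peaks were not tested.

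The study asked whether genes that change after MYBL2 knockdown are bound at their promoters. Of the 72 genes that could be placed, 55 had a promoter peak (76.4%, interval 64.9 to 85.6%), against 16144 of 38587 other genes (41.8%). The 55 include MYBL2 itself, which fell because it was the target of the knockdown. The odds ratio was 4.50 (95% interval 2.57 to 8.27; two-sided Fisher's exact test, p = 4.51e-09). The background moved this result most. Against protein-coding genes alone the odds ratio was 2.17 (Fisher's exact test, p = 0.00498), and among genes with a CpG-rich promoter it was 0.845 (p = 0.602), with 36 of 48 knockdown genes and 78.0% of other genes bound. The share of 76.4% was at the 99.2nd percentile of 10000 lists matched on promoter CpG alone. Of the 71 protein-coding knockdown genes, 54 had a promoter peak (76.1%), at the 91.4th percentile of protein-coding lists matched on CpG, a comparison chosen after the data were examined.

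Genes that fell and genes that rose were then compared. A promoter peak was found for 24 of 30 genes that fell (80.0%, interval 61.4 to 92.3%) and 31 of 42 genes that rose (73.8%, interval 57.96 to 86.1%). The bound genes that fell include MYBL2 itself, the target of the knockdown. Those without a peak include FAM72A, FAM72B and FAM72D, members of the same gene family, picked out after their values were seen. Read mappability at their promoters was not measured here, so a missing peak there need not mean missing binding. The odds ratio of 1.42 was not different from 1 (two-sided Fisher's exact test, p = 0.587). Counting only peaks with a fold enrichment of at least 5 changed this call, with 23 of 30 against 21 of 42 genes bound (odds ratio 3.29, Fisher's exact test, p = 0.0284). The best promoter peak had a median fold enrichment of 9.91 in bound genes that fell and 8.23 in bound genes that rose, a difference within chance (two-sided permutation test, p = 0.161).

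CCNF, BIRC5 and AURKB, which the study singled out, each had a promoter peak. At CCNF (ENSG00000162063, chromosome 16, 2479395 to 2508855) the best peak spanned 2478456 to 2480214 with its summit in the 5′ UTR, a fold enrichment of 9.21 and a pileup of 40 fragments (interval 28.6 to 54.5). The best BIRC5 peak (ENSG00000089685, chromosome 17, 76210035 to 76211208) had a fold enrichment of 37.1 from 164 fragments (interval 139.9 to 191.1) and ranked 77 among all peaks. The best AURKB peak (ENSG00000178999, chromosome 17, 8113039 to 8114216) had a fold enrichment of 19.1 from 107 fragments (interval 87.7 to 129.3). The summits at BIRC5 and AURKB lay within 12 bp of a TSS and outside the canonical transcript. Among all bound genes, 56.8% had a weaker best promoter peak than CCNF, 99.3% than BIRC5 and 93.3% than AURKB. The MYBL2 gene itself (chromosome 20, 42295659 to 42345135) had 1 promoter peak, at 42295424 to 42296854 in its 5′ UTR, with a fold enrichment of 10.8 from 47 fragments (interval 34.5 to 62.5). The other 9 genes named in the study's text all had a promoter peak, with fold enrichments from 7.92 (PIF1) to 18.5 (RAD54L). With only the outermost TSS counted, C1orf112 had none and the RAD54L value was 5.71.

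As a check on the cell cycle genes that MYBL2 is known for, fixed lists of late (G2/M) and early (G1/S) genes were compared. All 50 G2/M genes and 49 of 50 G1/S genes had a promoter peak, so the yes or no measure was saturated and could not separate the lists (two-sided Fisher's exact test, p = 1). The median fold enrichment of the best promoter peak was 14.8 for G2/M genes and 11.2 for G1/S genes (two-sided permutation test, p = 0.00268). This second test was chosen after the data were examined.

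**Figure D2:**
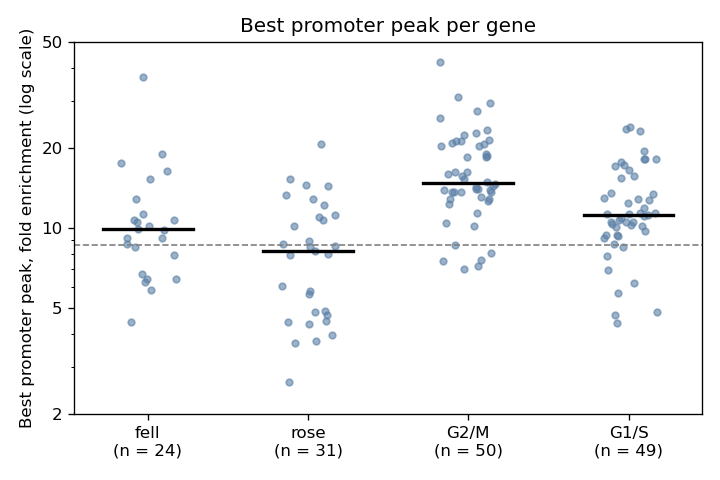
Fold enrichment of the best promoter peak (log scale) of each bound gene in 4 lists, genes that fell or rose after MYBL2 knockdown and G2/M or G1/S genes; bars are medians and the dashed line is the median of all bound protein-coding genes, 8.67. The medians are 9.91, 8.23, 14.8 and 11.2.

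To see which sequences mark the summits, motif shares at summits were set against flanking windows of the same peaks. At promoter peaks, the ETS core CCGGAAGT was at 1.77% of summits and 0.218% of flanks (ratio 8.10, exact McNemar test, adjusted p = 3.96e-70). The E2F site was at 5.29% and 3.06% (ratio 1.73, exact adjusted p = 1.12e-26). The MYB site was at 18.7% and 17.9% (ratio 1.04, exact adjusted p = 0.0442), and the CHR element, a sequence of late cell cycle promoters, was less frequent at summits than in flanks (6.41% and 7.14%, adjusted p = 0.000703). At other peaks, the MYB site was at 22.0% and 19.7% (ratio 1.12, exact adjusted p = 6.49e-17). The CHR element was there more frequent at summits than in flanks (11.4% and 10.7%, ratio 1.06, exact adjusted p = 5.92e-05). The ratios at other peaks were 1.13 for the CCAAT box, 1.26 for the E2F site and 3.12 for the ETS core, all past the threshold, and the CCAAT box at promoter peaks was not (1.02). Against dinucleotide-shuffled windows the ratios of the MYB, E2F and CCAAT sites fell below 1 in both classes of peak, with E2F at promoter peaks not past the threshold (0.944, exact adjusted p = 0.144), while the ETS core stayed above 1 (7.64 at promoter peaks). The ratios of some motifs changed with peak strength, a comparison that was chosen after the data were examined and not tested. In the weakest and the strongest of 10 groups by fold enrichment, other peaks numbered 5473 and 848. Their ratio to flanks went from 1.18 to 0.944 for the MYB site and from 1.09 to 0.713 for the CHR element. For the E2F site it rose from 0.881 to 2.33, and for the CCAAT box it stayed level (1.10 and 1.11). The 0.944 is imprecise, since the interval of its summit share (17.4 to 22.9%) includes the flank share (21.2%). The same holds for the E2F ratio of 0.881 (interval 0.311 to 0.695%, flank share 0.539%) and the CCAAT ratio of 1.11 (interval 11.8 to 16.6%, flank share 12.7%). With fold enrichment of at least 5, the MYB site at other peaks kept a ratio of 1.13 (5245 peaks, exact adjusted p = 0.000465). At promoter peaks (1223 and 5847 in these groups), the ratio went from 1.15 to 1.03 for the MYB site. It went from 1.32 to 0.738 for the CHR element and from 0.727 to 2.26 for the E2F site. The E2F ratio of 0.727 (interval 0.508 to 1.71%, flank share 1.35%) and the MYB ratio of 1.03 are imprecise in the same way. A GGAA repeat was at 0.0545% of other summits and 0.177% of their flanks.

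**Figure D3:**
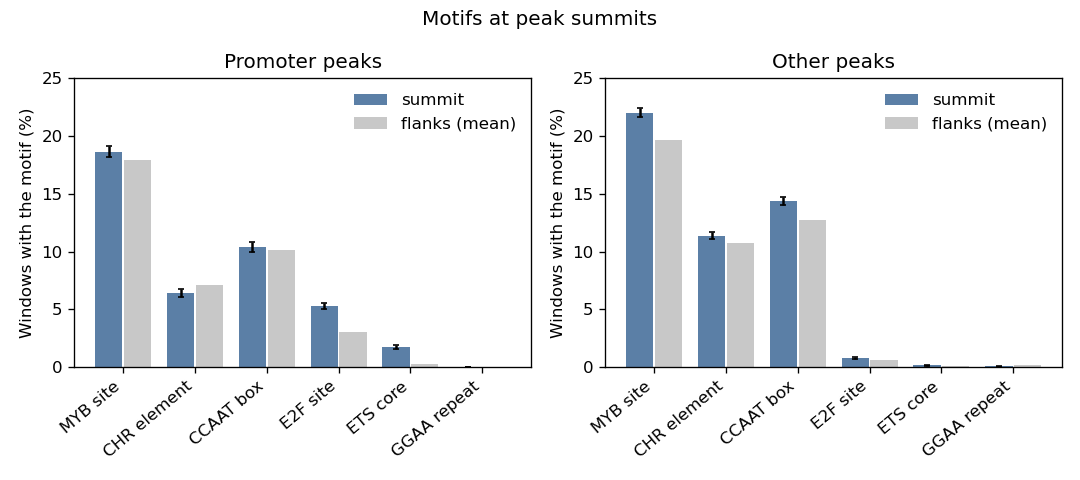
Share of windows with each motif (%) at summits and in flanking windows, for promoter peaks on the left and other peaks on the right; error bars are exact 95% binomial intervals of the summit share. The ETS core at promoter peaks is at 1.77% of summits against 0.218% of flanks.

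Peak density differed between chromosomes. The genome mean was 23.6 peaks per Mb, the highest density was on chromosome 19 (53.2 per Mb, ratio 2.25) and the lowest on chromosome X (8.73 per Mb, ratio 0.370). Leaving out promoter peaks moved the ratio of chromosome 19 most, to 1.58, below that of chromosome 1 (1.69), which was then the densest.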

Values the study reported

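The study reported that 50 of the 76 most significant genes changed by MYBL2 knockdown (66%) had evidence of MYBL2 at the promoter.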

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

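The alternatives for the G2/M against G1/S fold enrichment and for single named genes were chosen after seeing the data. No paired analysis was possible because each group had 1 library. The causes of the changes below were not tested unless stated.

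With −log10 q of at least 5 there were 34580 peaks, 46.3% at promoters, a difference of 71.3 percentage points between the strongest and weakest of 10 groups and a chromosome 19 ratio of 2.63. With fold enrichment of at least 5 there were 16076 peaks and 67.4% at promoters. The share at promoters was 28.3% in the 500 bp window, 47.3% in the 5000 bp window, 31.9% by summit and 21.4% by the outermost TSS, as the size and number of the windows dictate. These groups differed by 75.2 percentage points in the 500 bp window, 54.5 in the 5000 bp window and 66.7 by −log10 q rank. Outside promoters the chromosome 19 ratio was 1.58 and chromosome 1 was densest (1.69).

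The odds ratio of the knockdown genes stayed above 1 and past the threshold under the alternatives run, except among CpG-rich promoters, where it was 0.845. Fallen against risen genes passed the threshold only with fold enrichment of at least 5 (odds ratio 3.29), where the difference in median fold enrichment turned to -0.27; that filter removes the weak bound genes from both medians. The G2/M against G1/S fold enrichment kept its direction and threshold in the 6 alternatives.

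Motif ratios were less stable. At promoter peaks, the MYB site gave 1.02 with −log10 q of at least 5, no longer past the threshold, and 0.971 with fold enrichment of at least 5. The CCAAT box passed the threshold with −log10 q of at least 5 (1.04), fold enrichment of at least 5 (1.08) and the 100 bp window (1.07). The GGAA repeat, at 0 summits with fold enrichment of at least 5, lost the threshold. At other peaks, the CHR element gave 0.960 with fold enrichment of at least 5. The MYB site there stayed past the threshold with −log10 q of at least 5 (1.13) and fold enrichment of at least 5 (1.13). Dinucleotide-shuffled windows reversed the MYB site (0.872 at promoter peaks, 0.927 at others), the CHR element at other peaks (0.861), the CCAAT box (0.807 and 0.679) and the E2F site (0.944 and 0.734). They gave no ratio for the GGAA repeat.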

Other observations

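The tests of control repeats, of peak strength by CHR element and of the background at all peaks of small nuclear RNA and histone genes were set out before their results were seen; the comparison of the knockdown genes with lists matched on CpG was planned before the data were examined, though what it would show was written down only afterwards. The other tests in this part were chosen only after the results were seen, the one among protein-coding lists included. With 1 library, no biological difference between groups was tested.

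Promoter composition bears on the knockdown genes. Their share with a promoter peak was at percentile 99.16 of lists matched on CpG alone, which argues against CpG alone as the whole cause. The share among its protein-coding genes was at percentile 91.4 of protein-coding lists matched on CpG, but this value pools parts that differ. With CpG-rich promoters, 36 of 48 knockdown genes and 78.0% of other genes had a promoter peak, which is no excess. Without, 19 of 24 knockdown genes, all protein-coding, had one (79.2%), against 36.3% of other protein-coding genes (two-sided Fisher's exact test, p = 4.19e-05), so the excess lay in genes without a CpG-rich promoter. Among protein-coding lists matched on CpG this share was at percentile 99.93, yet with only the outermost TSS, where CpG was measured, it was at percentile 96.9 (14 of 24 genes). Promoter CpG content and gene type therefore cannot be told apart from binding particular to these genes, as CpG at further TSSs was not measured here. The strength of the bound promoters was within the range of matched lists, with the genes that fell at percentile 85.8 and the genes that rose at percentile 34.9 of bound protein-coding lists matched on CpG. The G2/M genes were at percentile 100 (0 of 10000 lists as high) and the G1/S genes at percentile 99.7, which CpG content does not account for. Expression level was not analysed here and stays open.

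Summits of G2/M and G1/S genes differed in sequence. The CHR element was at 21 of 50 G2/M and 3 of 49 G1/S summits, a difference of 35.9 percentage points (two-sided Fisher's exact test, adjusted p = 8.99e-05 over 5 motifs). The CCAAT box was at 22 of 50 and 3 of 49 summits (Fisher's exact test, adjusted p = 7.74e-05). The E2F site differed by -28.7 percentage points (Fisher's exact test, adjusted p = 0.000327). The MYB site, at 14 of 50 and 7 of 49 summits, did not differ (Fisher's exact test, adjusted p = 0.175), nor did the ETS core (1 of 50 and 0 of 49). Recruitment through the CHR element or the E2F site and the known promoter sequence of the gene classes cannot be told apart, since both give this difference. G2/M genes with the CHR element at the summit had a median fold enrichment higher by 4.50 than those without, which did not pass the threshold (two-sided permutation test, 21 against 29 genes, p = 0.0601).

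A small part of the strongest 1% of peaks lay at small nuclear RNA genes (15 of 669, 2.24%, against 0.0603% of the rest) and replication-dependent histone genes (37 of 669, 5.53%, against 0.0528%); both classes were picked after the strongest peaks were seen. The strongest peaks were also wider (median 1509 bp against 316 bp). By summits within 1000 bp of such a gene, which do not depend on width, the shares were 2.24% against 0.208% and 5.68% against 0.0573%. The median background of the strongest 1% differed by -0.54 fragments from the rest, but ranking by fold enrichment selects low backgrounds, so this decides nothing. All 127 peaks at these genes, of any strength, had a median background that differed by -0.52 fragments from the other peaks (two-sided permutation p = 0.0002, the smallest that 10000 random sets of peaks can give), but these include the strongest peaks from which the classes were picked, so this decides nothing either. The 75 peaks at these genes outside the strongest 1% had a median background that differed by -0.520 fragments from the 66210 other peaks outside it (two-sided permutation p = 0.012). This argues against high input signal at those 75 peaks. Ranking by pileup does not select low backgrounds, and 54 of the 685 peaks with a pileup of at least 100 fragments were at these genes (50 of them also in the strongest 1%). Their median background differed by -0.445 fragments from the other 631 (two-sided permutation p = 0.012). It was below that of all other peaks (3.73 against 4.25), though single ones had a background of up to 19.6. Most of the 54 are, however, among the strongest peaks from which the classes were picked. This comparison therefore does not decide on high input signal as the cause at these strong peaks. A MYB site was 1.10 times as frequent at the summits of all 669 strongest peaks as in their flanks (two-sided exact McNemar test, p = 0.835), which decides nothing about direct binding, and the peaks at these genes were not tested separately for it. Signal that follows very high transcription may be an alternative, and no control antibody was analysed here to test it.

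GGAA repeats of 4 or more units, the sequence that the Ewing sarcoma fusion EWSR1-FLI1 binds, lay in 279 peaks, 1.71 times the mean of 20 shuffles, yet were rare at summits. Control repeats of GAAA or GATA lay in 0.264 times as many peaks as in the shuffles, so not every such repeat was in excess. These controls hold less G and C than GGAA, and the shuffles were not matched on base composition. They therefore cannot show whether a repeat of like composition would lack an excess. Occupancy near EWSR1-FLI1 sites may be a candidate explanation for the excess, but was not separated from base composition. Control repeats were also rarer at summits than in flanks (ratio 0.268, two-sided exact McNemar test, p = 7.67e-06), so loss of uniquely mapped reads at repeats may account for their rarity there. Summits and flanks were not matched on base composition, so this value cannot tell such loss from a difference in composition. On the telomeric side of MYBL2, the reference has a repeat of 15 GGAA units on chromosome 20 (42491266 to 42491325), 146.1 kb from the gene end. The nearest peak was 51729 bp away. A repeat of 9 units farther on (42556230 to 42556265) overlapped a peak. Read mappability at these repeats was not measured here.

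Peak density outside promoters followed gene density across the 23 chromosomes (Spearman's rho 0.833, permutation p = 0.0001, the smallest the resamples can give; Pearson's r 0.747, p = 0.0002; r 0.758 without chromosomes 19 and 17). The adjusted p-values over the 2 relations were 0.0002 and 0.0004. Chromosome X, the sparsest, lay farthest from the gene density relation (log2 residual -1.07, against 0.661 for chromosome 1, the next in size). It had 8.14 genes and 5.00 peaks outside promoters per Mb, against 8.66 and 10.8 on chromosome 4. Gene density alone therefore did not account for chromosome X, and the cause was not tested. Copy number could add to the differences between chromosomes, since the density left after gene density rose with the median background (rho 0.387, permutation p = 0.0684, and r 0.410, permutation p = 0.0516). Neither passed the threshold after adjustment (0.0684 and 0.0516), and r was 0.309 without chromosomes 18 and 1. Copy number was not decided by these values.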
